# Promyelocytic leukemia zinc finger is involved in the formation of deep layer cortical neurons

**DOI:** 10.1186/s12929-019-0519-8

**Published:** 2019-04-26

**Authors:** Hsin-Chuan Lin, Yung-Hao Ching, Chi-Chen Huang, Ping-Chieh Pao, Yi-Hua Lee, Wen-Chang Chang, Tzu-Jen Kao, Yi-Chao Lee

**Keywords:** Promyelocytic leukemia zinc finger, Plzf, *luxoid* mice, Cortical neuron

## Abstract

**Background:**

Promyelocytic leukemia zinc finger (Plzf), a transcriptional regulator involved in a lot of important biological processes during development, has been implied to maintain neural stem cells and inhibit their differentiation into neurons. However, the effects of Plzf on brain structures and functions are still not clarified.

**Results:**

We showed that Plzf expression was detected as early as embryonic day (E) 9.5 in Pax6^+^ cells in the mouse brain, and was completely disappeared in telencephalon before the initiation of cortical neurogenesis. Loss of Plzf resulted in a smaller cerebral cortex with a decrease in the number of Tbr1^+^ deep layer neurons due to a decrease of mitotic cell number in the ventricular zone of forebrain at early developmental stage. Microarray, qRT-PCR, and flow cytometry analysis identified dysregulation of *Mash1* proneural gene expression. We also observed an impairment of recognition memory in *Plzf*-deficient mice.

**Conclusions:**

Plzf is expressed at early stages of brain development and involved in the formation of deep layer cortical neurons. Loss of Plzf results in dysregulation of Mash1, microcephaly with reduced numbers of early-born neurons, and impairment of recognition memory.

**Electronic supplementary material:**

The online version of this article (10.1186/s12929-019-0519-8) contains supplementary material, which is available to authorized users.

## Background

Promyelocytic leukemia zinc finger (*PLZF*, also known as *ZBTB16*, *ZNF145*) is a *kruppel*-like C2H2 zinc finger gene containing nine zinc fingers in the C-terminus and a BTB/POZ domain in the N-terminus [1] and has been shown to mediate a lot of important biological processes, especially hematopoiesis, osteogenesis, and spermatogenesis [2–5]. The patient with biallelic loss of *PLZF* function exhibits abnormality in bone development, genital hypoplasia, and microcephaly with a severe mental retardation, implying the involvement of *PLZF* in brain development [6, 7]. Actually, Plzf expression was observed in the anterior neuroepithelium at early stage (E7.5), which later extends to the entire neuroectoderm until stage E10 [8]. In zebrafish, Plzf can block neuronal differentiation by inhibiting the expression of proneural gene Ngn1 [9]. A study also showed that Plzf maintains neural progenitors in the spinal cord of chick and mouse by up-regulating FGFR3 expression and through STAT3 activation [10]. Although, these results suggest that PLZF is important for the development of central nervous system, the effects of Plzf on brain structures and functions are still not clarified.

The development of cerebral cortex is an important and complicated process which involves in neural stem cells (NSCs) proliferation, differentiation, cell fate determination, and cell migration [11–13]. During brain development, NSCs can either divide symmetrically to expand the cell pool through the process called self-renewal, or undergo the neurogenesis process to divide asymmetrically and generate neural progenitors that are subsequently differentiated into neurons [14]. The proper balance between NSCs self-renewal and neurogenesis is important to ensure appropriate numbers of neurons being generated. Indeed, defects affecting this balance have been suggested to induce brain malformations [15–17].

To better understand the effect of Plzf in mammalian brain development, we first examined the cell type-restricted expression of Plzf during mouse brain development. We then characterized the developmental brain abnormality and the behavioral phenotypes of the *Plzf*-deficient mice. In addition, we also performed microarray to examine the differences in gene expression profiles of developmental brain between wild-type and *Plzf*-deficient mice. Our results revealed that Plzf is expressed at early stages of brain development and involved in the formation of deep layer cortical neurons.

## Methods

### Animals

The animal protocols used in this study complied with the guidelines of the Taipei Medical University Institutional Animal Care and Use Committee (IACUC). All experiments were performed in accordance with the US Public Health Service Policy on Humane Care and Use of Laboratory Animals. All animals were housed in an air-conditioned vivarium with free access to food and water and a 10/14 h light/dark cycle.

### Antibodies

The following antibodies were used, including Satb2, Ctip2, Tbr1, and Mash1 (Abcam, Cambridge, CB, UK), Plzf and PHH3 (Santa Cruz, Santa Cruz, CA, USA), Pax6 (Merck Millipore, Darmstadt, Hessen, Germany), β-actin (Sigma-Aldrich, Louis, MO, USA).

### Magnetic resonance imaging

Mouse brains at postnatal day (P) 0 were fixed with 4% paraformaldehyde for 48 h and embedded in 1.5% agarose. All images were acquired using Avance spectrometer (Bruker, Karlsruhe, Baden-Württemberg, Germany) with 9.4 T WB 8.9-cm bore vertical system (Oxford Instrument, Oxford, UK). A 3D fast spin-echo (FSE) T2WI sequence was used to acquire anatomical images for volumetric analysis with the following parameters: a repetition time (TR) of 10,000 ms, an effective echo time (TE) of 91 ms, a RARE factor of 8, a field-of-view (FOV) of 0.9 cm, an acquisition matrix of 256 × 128 × 30 (zero-padded to 512 × 512 × 30), a resolution of 0.0039 × 0.0078 × 0.0073 cm/pixel. Brain volumes were measured using the manual tracing utility in Avizo software (Visualization Sciences Group, Merignac, Aquitaine, France).

### Behavioral studies

#### Open field test

The open field activity was assessed in a chamber (57.4 cm × 59 cm × 95 high cm). Mice were individually placed in the middle of the arena and allowed to explore for 10 min. The moving trace of each mouse was recorded by a video camera and analyzed by the EthoVision XT software (Noldus Information Technology, Leesburg, VA, USA).

#### Novel object recognition (NOR) test

NOR test was assessed in a chamber (57.4 cm × 59 cm × 95 high cm). The test consists of three sessions: habituation, familiarization (training), and test session. In the habituation session, each mouse was allowed to freely explore the arena in the absence of objects for 10 min. The mice were then removed from the arena and placed in its holding cage. One day after the habituation session, mice were subjected to a single familiarization session of 10 min. During the familiarization session, each mouse was placed in the same arena containing two identical sample objects (A + A). One day after the familiarization session, mice were subjected to a single test session of 10 min: the animal was placed in the arena with two objects, including one sample (A) and one novel object (B). During both the familiarization and test sessions, the time the mice spent exploring each object was recorded.

### Immunohistochemistry and immunofluorescence

For preparing embryonic sections, the embryos were fixed with 4% paraformaldehyde (PFA) in phosphate buffered saline (PBS), pH 7.4 at 4 °C for overnight. Fixed embryos were immersed in 30% sucrose in PBS and then frozen in OCT and cryosectioned to 25 μm sections using the Leica CM1950 freezing microtome (Leica Biosystems, Wetzlar, Hesse, Germany). For the preparation of postnatal brain sections, brains were fixed with 4% PFA in PBS, pH 7.4 at 4 °C for 48 h. Fixed brains were then dehydrated with 75% alcohol prior to paraffin embedding. 3 μm thick sections were obtained using Sakura IVS-410 microtome (Sakura Seiki Co, Tokyo, Japan). All the paraffin sections were dewaxed and rehydrated prior to the staining procedures. For both immunohistochemistry and immunofluorescence staining, tissue sections were permeabilized and blocked with blocking buffer (0.2% Triton X-100, 10% goat serum in PBS) at room temperature for 1 h. For immunofluorescence, tissue sections were incubated with primary antibody solution overnight at 4 °C. After extensive washes with PBS, the tissue sections were incubated with the corresponding secondary antibodies at room temperature for 1 h. For immunohistochemistry, the tissue sections were incubated with primary antibodies overnight at 4 °C. After extensive washes with PBS, the tissue sections were incubated with biotinylated secondary antibodies. The colorimetric detection of primary antibodies was developed using the Vectastain ABC Kit (Vector laboratories, Burlingame, California, USA), followed by exposure to peroxidase DAB substrate (Vector laboratories). Cell nuclei were stained with hematoxylin (Leica) or Hoechst 33342 (Sigma-Aldrich) and slides were mounted with anti-fading solution (SouthernBiotech, Birmingham, AL, USA).

### Image analysis

Tissue sections were observed and photographed by Leica STP6000 fluorescent microscope (Leica Biosystems) and scanned by TissueGnostics TissueFAXS & HistoFAXS (TissueGnostics Gmbh, Vienna, Austria). Images were overlaid by MetaMorph software (Universal Imaging Corporation, Philadelphia, PA, USA**),** and the brightness and contrast of images were adjusted by Photoshop (Adobe, Camarillo CA, USA) as necessary. With regard to the measurement of cerebral cortex area, comparable 3 μm-thick sagittal sections of P7 mice brain were stained by hematoxylin and eosin (H&E). The area of the cortical layers was measured by HistoQuest software (TissueGnostics GmbH). The numbers of Tbr1-, Satb2-, and Ctip2-positive cells was quantified by TissueQuest software (TissueGnostics GmbH). The number of PHH3-positive cells was quantified in 120 μm-wide sampling boxes along the ventricular zone of the telencephalon. The quantification of each experimental group was repeated on two non-adjacent sections for each embryo.

### Western blot analysis

Embryos were homogenized by radioimmunoprecipitation assay (RIPA) buffer (150 mM NaCl, 1% NP40, 0.5% Na-deoxycholate, 0.1% sodium dodecylsulfate (SDS), and 50 mM Tris-HCl; pH 8.0) with the addition of a protease inhibitor cocktail used for homogenization. For embryos younger than E11.5, three heads were pooled together as one biological sample. After lysed, the cell debris were removed with centrifugation fall at 12,000 rpm for 5 min at 4 °C, and the supernatants were stored at − 80 °C. Protein concentration was determined using the Bio-Rad dye-binding method with bovine serum albumin (BSA) as the standard. Equal amounts of samples were separated by 8–16% gradient polyacrylamide gel electrophoresis (PAGE). The resolved proteins were then electroblotted onto Immobilon polyvinylidene difluoride (PVDF) membranes (PerkinElmer, Waltham, MA, USA), which was followed by blocking with 5% low-fat milk. Blotted membranes were then incubated with selected primary antibodies overnight at 4 °C. After extensive washes, membranes were incubated with the corresponding secondary antibodies at room temperature for 1 h. After washing, the membranes were processed for visualization using an enhanced chemiluminescence (ECL) system (PerkinElmer, Waltham, MA, USA). Membranes were then exposed to x-ray film to obtain the fluorographic images and quantified by ImageJ (NIH, Bethesda, MD, USA). Values for each lane were normalized to β-actin.

### Microarray and gene ontology (GO) analysis

RNA was extracted from forebrain and midbrain regions of mouse E10.5 embryos with TRIzol reagent (Invitrogen). 0.2 μg of total RNA was amplified by a Low Input Quick-Amp Labeling kit (Agilent Technologies, USA) and labeled with Cy3 or Cy5 (CyDye) (Agilent Technologies, California, USA) during the in vitro transcription process. 0.825 μg of Cy-labeled cRNA was fragmented to an average size of about 50–100 nucleotides by incubation with fragmentation buffer at 60 °C for 30 min. Correspondingly fragmented labeled cRNA was then pooled and hybridized to an Agilent SurePrint G3 Mouse Gene Exp v2 Array Kit (Agilent Technologies) at 65 °C for 17 h. After washing and drying by nitrogen gun blowing, microarrays were scanned with an Agilent microarray scanner (Agilent Technologies) at 535 nm for Cy3 and 625 nm for Cy5. Scanned images were analyzed by Feature extraction 10.7.3.1 software (Agilent Technologies), and image analysis and normalization software was used to quantify signal and background intensity for each feature, substantially normalized the data by rank-consistency-filtering LOWESS method. The spots with the processed signal higher than 200 and the signal-to-noise ratio (SNR) greater or equal to 5 were considered positive signals. 

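Taken as a requirement on both channels of both arrays, this rule left 10600 genes. The signal-to-noise ratio was computed as the mean spot signal less the median local background, divided by the SD of the background pixels. Between 27.7% and 27.8% of the gene spots had a processed signal above 200 in each of the 4 channels. When 1 passing channel per array was enough, 11079 genes were left, and 23284 genes were well above background in every channel. All 64 genes of Table S1 met the rule with 1 passing channel per array, and 57 met the stricter rule. The table therefore fits the looser reading, and the stricter one was used here unless stated.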

The raw data were available at http://www.ncbi.nlm.nih.gov/geo/ (accession numbers: GSM3273361~3,273,362, GSE117197). The genes with greater or less than 1.3-fold changes in expression between wild-type and *Plzf-deficient* mice were selected for further analysis. GO analysis were performed using ToppFun (https://toppgene.cchmc.org/) and Ingenuity Pathways Analysis (IPA) (Ingenuity, Redwood City, CA, USA).

### Quantitative RT–PCR

Reverse transcription (RT) was performed with 1.5 μg of total RNA using M-MLV reverse transcriptase (Invitrogen). A real-time qPCR was performed using the iTaq Universal SYBR Green Supermix (Biosystem Applications, Foster City, CA, USA) with the following conditions: step1, 95 °C for 30 s; step2 (repeated for 40 cycles), 95 °C for 5 s, 60 °C for 30 s. Real-time fluorescence monitoring and a melting-curve analysis were performed by StepOnePlus Real-Time PCR System according to the manufacturer’s recommendations (Life Technologies, Carlsbad, CA, USA). Negative controls containing no complementary (c)DNA template were included in each experiment. A melting curve was created at the end of the PCR cycle to confirm that a single product had been amplified. Data were analyzed by StepOne Software version 2.2.2 (Life Technologies) to determine the threshold cycle (*Cp*) above the background for each reaction. The relative transcript amount of the target gene, calculated using standard curves of serial cDNA dilutions, was normalized to that of *Gapdh* of the same cDNA. Primers used in PCR assays were as follows: *Mash1,* forward primer, 5′- TTGAACTCTATGGCGGGTTC-3′, reverse primer, 5′-GGTTGGCTGTCTGGTTTGTT-3′; *Gapdh*, forward primer, 5′- TGACATCAAGAAGGTGGTGAAG-3′, reverse primer, 5′- AGAGTGGGAGTTGCTGTTGAAG-3′.

### Flow cytometry

Forebrain and midbrain tissues were dissected from E10.5 mouse embryos and dissociated by 0.2% Trypsin/EDTA at 37 °C for 5 min, and then filtered through a 70-μm nylon mesh filter (Corning life science, Corning, New York, USA). The isolated cells were fixed by 75% methanol. For cell cycle analysis, the cells were washed once with ice-cold PBS and labeled with propidium iodide (PI) (Sigma) at 25 °C for 1 h. Five thousand events without cell debrides were then analyzed using the Guava EasyCyte system and the InCyte software (Millipore). For analysis of Mash1-expressing cells, the cells were washed once with PBS and incubated with anti-Mash1 antibody (Abcam) with PI solution in blocking buffer (10% normal goat serum, 0.2% RNaseA, and 0.1% Triton-100X in PBS) for 1 h at 25 °C. The cells were washed and incubated with Alexa Fluor 488 anti-mouse IgG (Life Technologies) for 1 h at 25 °C. After washed with ice-cold PBS to remove the unconjugated antibodies, the cells were resuspended in PBS, and 5000 events without cell debrides were analyzed using the Guava EasyCyte system and the InCyte software (Millipore).

## Results

### Plzf is temporarily expressed in Pax6^+^ cells at early stages of brain development

Previous studies have shown that Plzf is expressed in the anterior neuroepithelium of mouse embryo at E7.5 and spreading to the entire neuroectoderm until E10 [8]. We therefore examined the expression pattern of Plzf by Western blotting and immunostaining in the brains of mouse embryos at different stages. Similar to previous study, we found Plzf was highly expressed in the mouse embryonic brains at E10.5, and the expression was decreased after E12.5 (Fig. 1a). Immunostaining results showed that a high expression level of Plzf in the prosencephalon, which later becomes the forebrain, at E9.5 (Fig. 1b) and E10.5 (Fig. 1c). Further examinations showed that Plzf expression was dramatically decreased in telencephalon at E11.5 (Fig. 1d). We also found that Plzf was expressed in Pax6^+^ cells in prosencephalon at E9.5 and E10.5 (Fig. 1e), implying a role of Plzf on neuroepithelial cells or radial glial cells at early stages of neurogenesis.

**Fig. 1:**
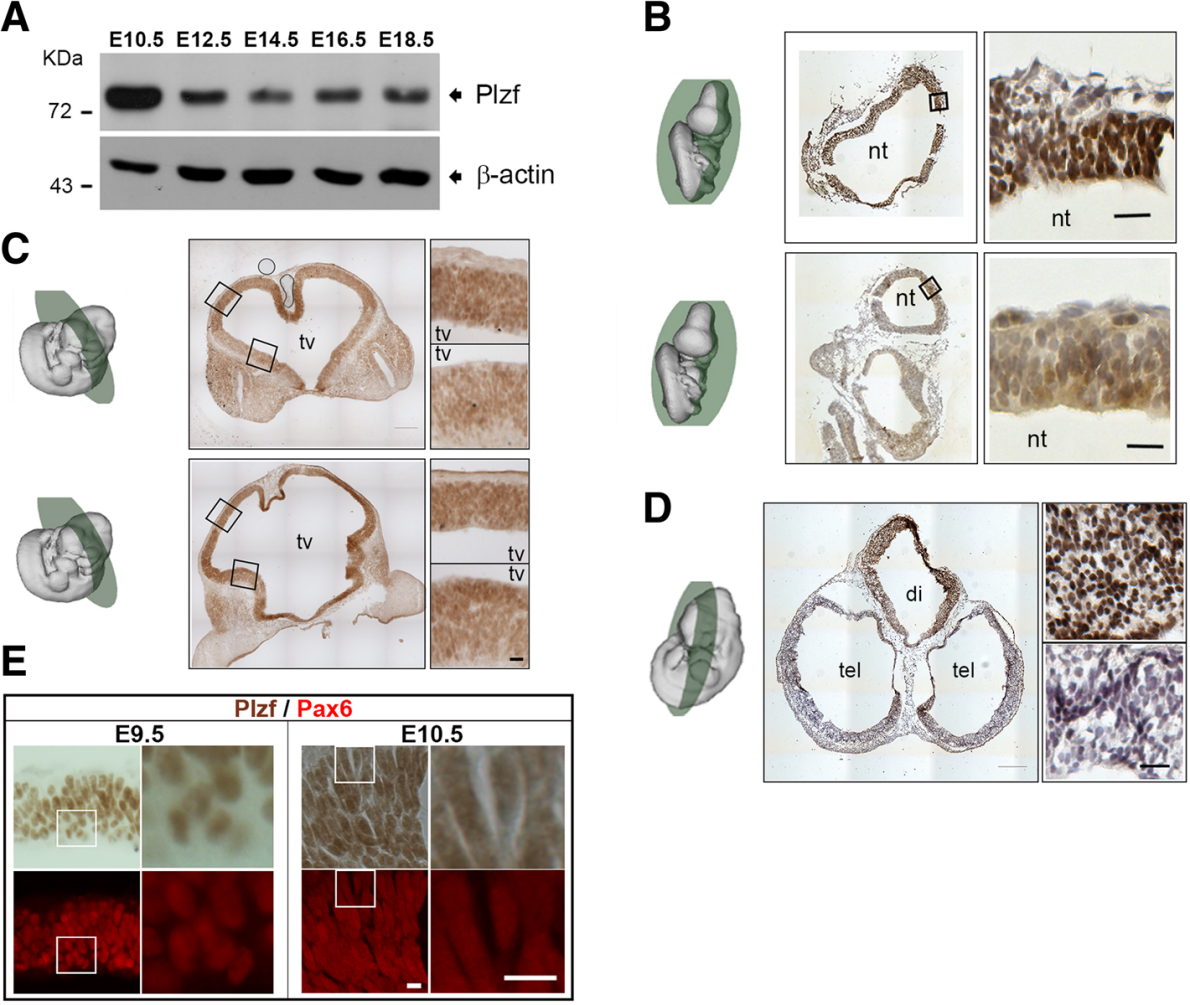
Plzf temporarily expressed in Pax6^+^ cells at early stages of brain development. **a**, Western blot analysis of Plzf expression in whole brain lysates of mouse embryo at different stages. **b-d**, 20 μm frozen sections were prepared from the E9.5 (**b**), E10.5 (**c**), and E11.5 (**d**) embryos and immunohistochemistry for Plzf was performed with DAB (brown) followed by Hematoxylin-eosin (HE) counterstaining. The diagrams of mouse embryo were obtained from e-Mouse Atlas Project (http://www.emouseatlas.org/emap/ema/home.php) and the green circles indicate the approximate plane of the cross section. The higher magnification images of the black boxes were shown in the right panels. Scale bar, 20 μm. **e**, The expressions of Pax6 (red) and Plzf (brown) were examined by immunostaining in the same brain sections. The higher magnification images of the white boxes were shown in the right panels. E, embryonic day; nt, neural tube; tv, third ventricle; tel., telencephalon; di, diencephalon. Scale bar, 10 μm

### *Plzf*-deficient mice display a decrease in cerebral cortex size and the number of deep-layer cortical neurons

To explore the effect of Plzf in mammalian brain development, we examined the possible structural and functional alterations in the brain of *Plzf*-deficient (luxoid; *lu*) mice, *Plzf*-mutant mice which arose spontaneously in 1950’s and was characterized with a single nucleotide change in the first coding exon of *Plzf* gene that resulted a severely truncated protein [3]. We first found that the dorsal cortical surface area and hemisphere length were significantly reduced in *Plzf*-deficient mice (*Plzf*^lu/lu^) at postnatal day (P) 0 when compared to wild type (*Plzf*^wt/wt^) and heterozygous (*Plzf*^wt/lu^) littermates (Fig. 2a). At P0, the average of dorsal cortical area were 12.717 ± 0.338 mm^2^ in *Plzf*^wt/wt^, 12.659 ± 0.288 mm^2^ in *Plzf*^wt/lu^, and 11.467 ± 0.305 mm^2^ in *Plzf*^lu/lu^, respectively, and the average lengths of hemisphere were 5.441 ± 0.061 mm in *Plzf*^wt/wt^, 5.390 ± 0.071 mm in *Plzf*^wt/lu^, and 5.076 ± 0.071 mm in *Plzf*^lu/lu^, respectively (Fig. 2a). Using 3D MRI imaging, we accurately measured the volumes of brain regions at P0 and found that when compared to wild-type littermates, *Plzf*^lu/lu^ mice showed a significantly decrease in the volume of pallium (the cortex and hippocampus) but not in other brain areas (Fig. 2b).

**Fig. 2:**
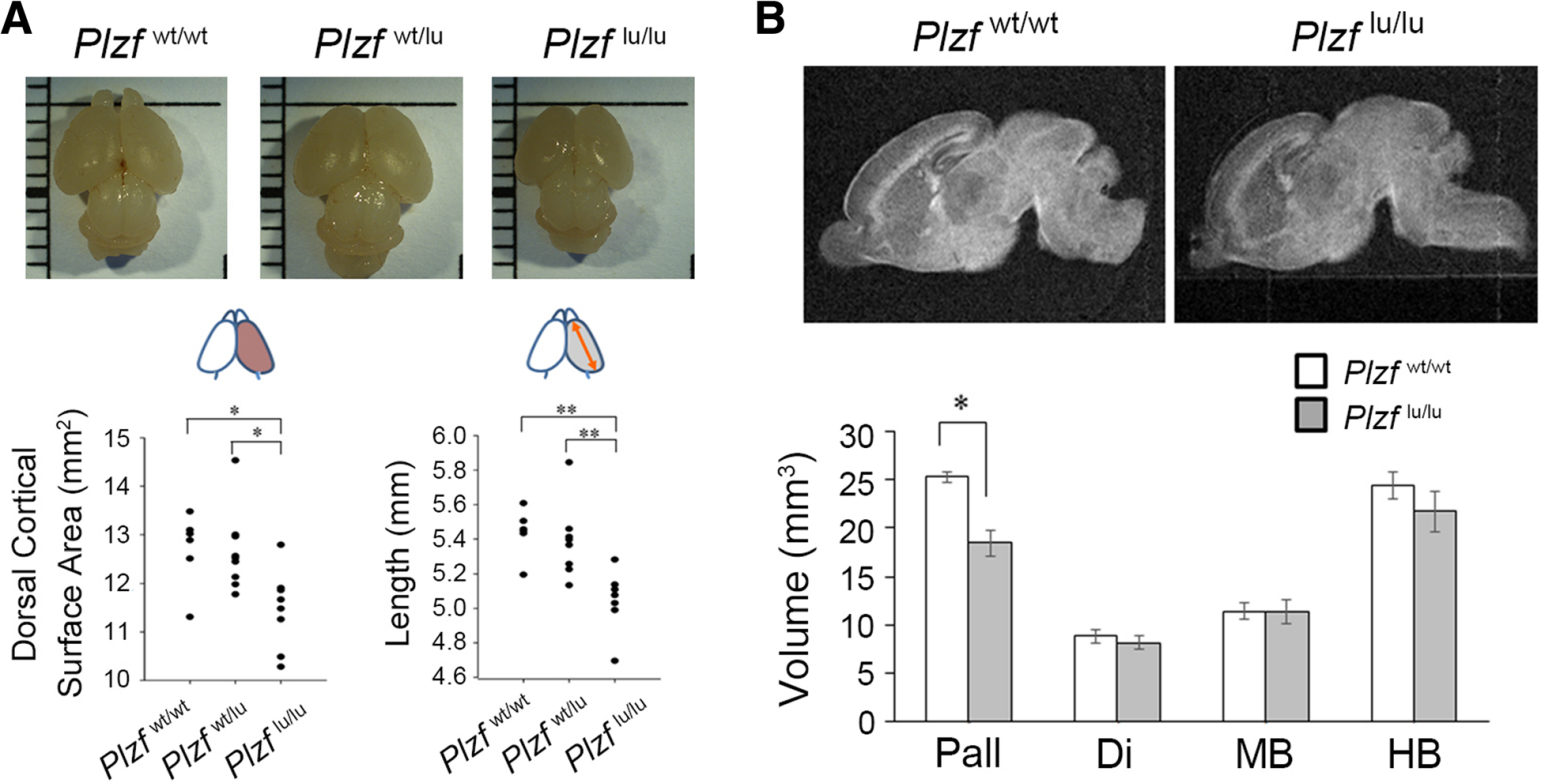
*Plzf*-deficient mice exhibit smaller cerebral cortex. **a**, Dorsal view of whole-mount brains at P0. For the scale size, each of the thin line indicates 1 mm, and the thick line indicates 5 mm. Quantifications of dorsal cortical surface area and cortical length shown in the lower panels. Statistical analysis performed using one-way ANOVA with appropriate post hoc tests: *p < 0.05 and **p < 0.01; *Plzf*^wt/wt^, *n* = 6; *Plzf*^wt/lu^, *n* = 9; *Plzf*^lu/lu^, *n* = 8. **b**, Representative sagittal views of 9.4 T MRI sections of *Plzf*^wt/wt^ and *Plzf*^lu/lu^ mice brain. Quantification of the volume of brain regions shown in the lower panel. Statistics performed with Student’s *t* test: *p < 0.05; *n* = 4 per genotype. Data are represented as mean ± SEM. P, postnatal day; *Plzf*^wt/wt^, wild-type; *Plzf*^wt/lu^, heterozygous; *Plzf*^lu/lu^, homozygous *luxoid* mice; Pall, Pallium; Di, diencephalon; MB, midbrain; HB, hindbrain

Similar to observations at P0, the dorsal cortical surface area and hemisphere length were also significantly reduced in *Plzf*^lu/lu^ mice at P7 (Fig. 3a). Our data showed that the average of dorsal cortical area at P7 is 25.202 ± 0.748 mm^2^ in *Plzf*^wt/wt^, 24.852 ± 0.434 mm^2^ in *Plzf*^wt/lu^, and 21.747 ± 0.564 mm^2^ in *Plzf*^lu/lu^, respectively, and the average of hemisphere length is 7.619 ± 0.146 mm in *Plzf*^wt/wt^, 7.521 ± 0.068 mm in *Plzf*^wt/lu^, and 6.984 ± 0.103 mm in *Plzf*^lu/lu^, respectively (Fig. 3a). We also evaluated the cerebral cortical area from haematoxylin and eosin (H&E) stained brain sections, and found that the cortical area was significantly decreased in *Plzf*^lu/lu^ mice (Fig. 3b). Our data showed that the *Plzf*^lu/lu^ mice have a thinner cortex. Using immunostaining, we further evaluated the alteration of cortical structure in *Plzf*^lu/lu^ mice labelled with specific cortical layer markers, such as Tbr1 (a marker of cortical deep-layer neurons), Ctip2 (a marker of layer 5 neurons), and Satb2 (a marker of layer 2/3 neurons). Our result showed a significantly decreased number of Tbr1^+^ neurons in layer VI of *Plzf*^lu/lu^ mouse brain cortex (Fig. 3c). On the other hand, the numbers of Ctip2^+^ neurons and Satb2^+^ neurons were not different between *Plzf*^wt/wt^ and *Plzf*^lu/lu^ mice. Our results thus indicate that loss of Plzf results in a decrease in the numbers of early-born neurons, suggesting the requirement of Plzf in early stage of neurogenesis.

**Fig. 3:**
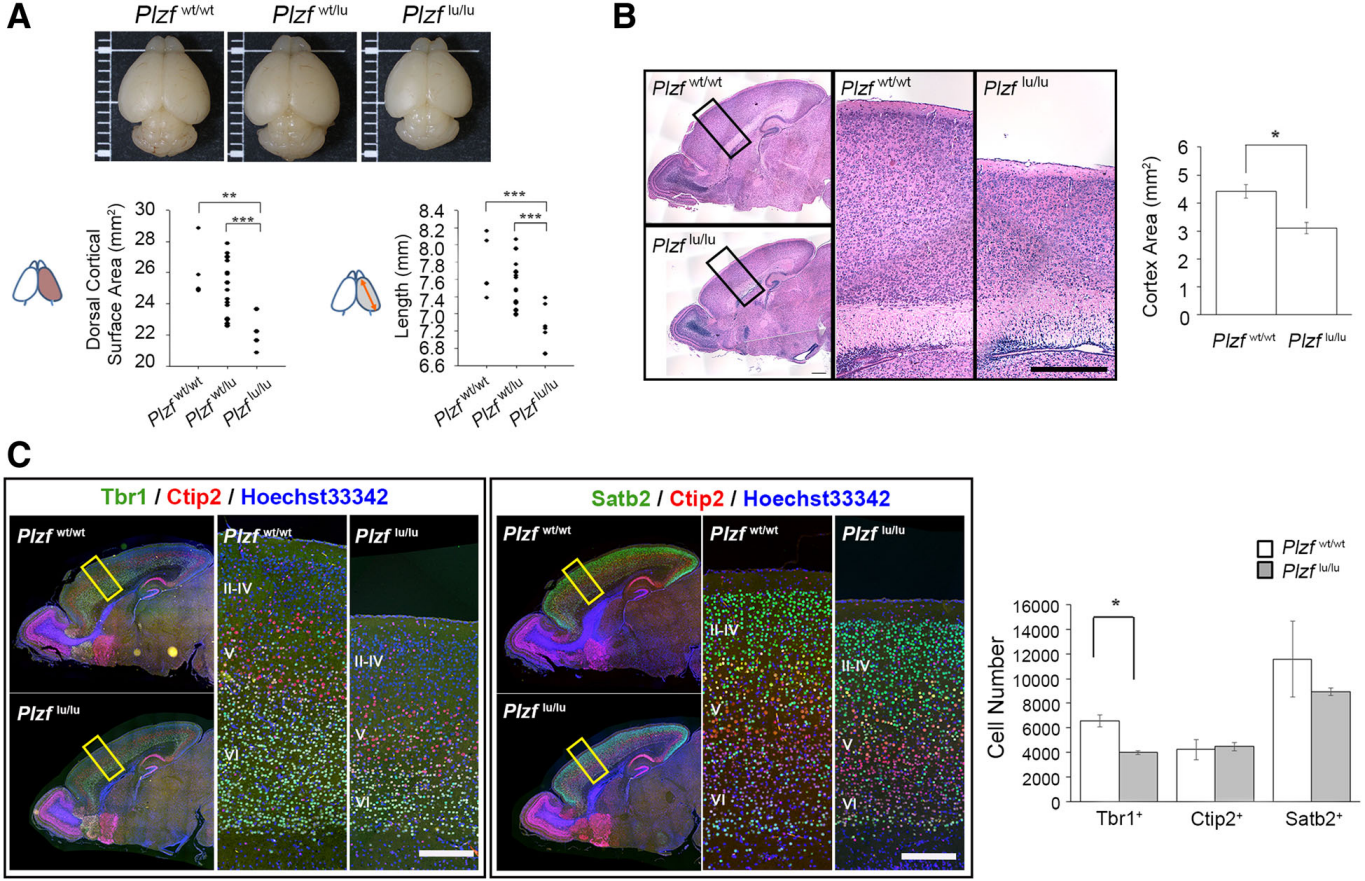
Reduced numbers of neurons in deep-layer cortex of *Plzf*^lu/lu^ mice. **a**, Dorsal view of whole-mount brains at P7. For the scale size, each of the thin lines indicates 1 mm, and the thick line indicates 5 mm. Quantifications of dorsal cortical surface area and cortical length shown in the lower panels. Statistical analysis performed using one-way ANOVA with appropriate post hoc tests: **p < 0.01 and ***p < 0.001. *Plzf*^wt/wt^, *n* = 7; *Plzf*^wt/lu^, *n* = 17; *Plzf*^lu/lu^, *n* = 9. **b**, HE staining of sagittal brain sections, the higher magnification images of the black boxes were shown in the middle and right sides of the panel. Quantification of the area of cerebral cortex from rostral to caudal shown in the right panel. Statistics performed with Student’s *t* test: *p < 0.05; *n* = 3 per genotype. **c**, The left panel showed immunofluorescence images of *Plzf*^wt/wt^ and *Plzf*^lu/lu^ mice brain sections. Tbr1 as layer VI neuron marker (green), Ctip2 as layer V neuron marker (red) and Hoechst33342 for nucleus staining (blue). For the middle panels, Satb2 as layer II-III marker (green). The higher magnification images of the yellow boxes were shown in the middle and right sides of panels. Quantification of the Tbr1^+^, Satb2^+^, and Ctip2^+^ neuron numbers in cerebral cortex shown in the right panel. Statistics performed with Student’s *t* test: *p < 0.05; n = 3 per genotype. Values represent the mean ± SEM. P, postnatal day; *Plzf*^wt/wt^, wild-type; *Plzf*^wt/lu^, heterozygous; *Plzf*^lu/lu^, homozygous; Scale bar, 200 μm

### Cell proliferation and gene expression changes in *Plzf-*deficient mice

To evaluate the possible mechanism of cortical thinning in *Plzf-*deficient mice, we first analyzed the cell proliferation in the brain of wild type and *Plzf*^lu/lu^ mice at E10.5 by flow cytometry. Although not significant, our result showed that there was a slight decrease in G2/M phase cells in *Plzf*^lu/lu^ mice (Fig. 4a and b). To accurately measure the cell proliferation in the ventricular zone of the prosencephalon, we further analyzed the amount of mitotic cells in the ventricular zone of prosencephalon in wild-type and *Plzf*^lu/lu^ mice by using phospho-histone H3 (PHH3) immunostaining. As shown in Fig. 4c and d, the number of mitotic cell in the ventricular zone of prosencephalon is significantly decreased in *Plzf*^lu/lu^ mice at E10.5 (Fig. 4c) but not at E12.5 (Fig. 4d), indicating cell proliferation change at early stage of neurogenesis may cause the abnormal cortical development in *Plzf*^lu/lu^ mice.

**Fig. 4:**
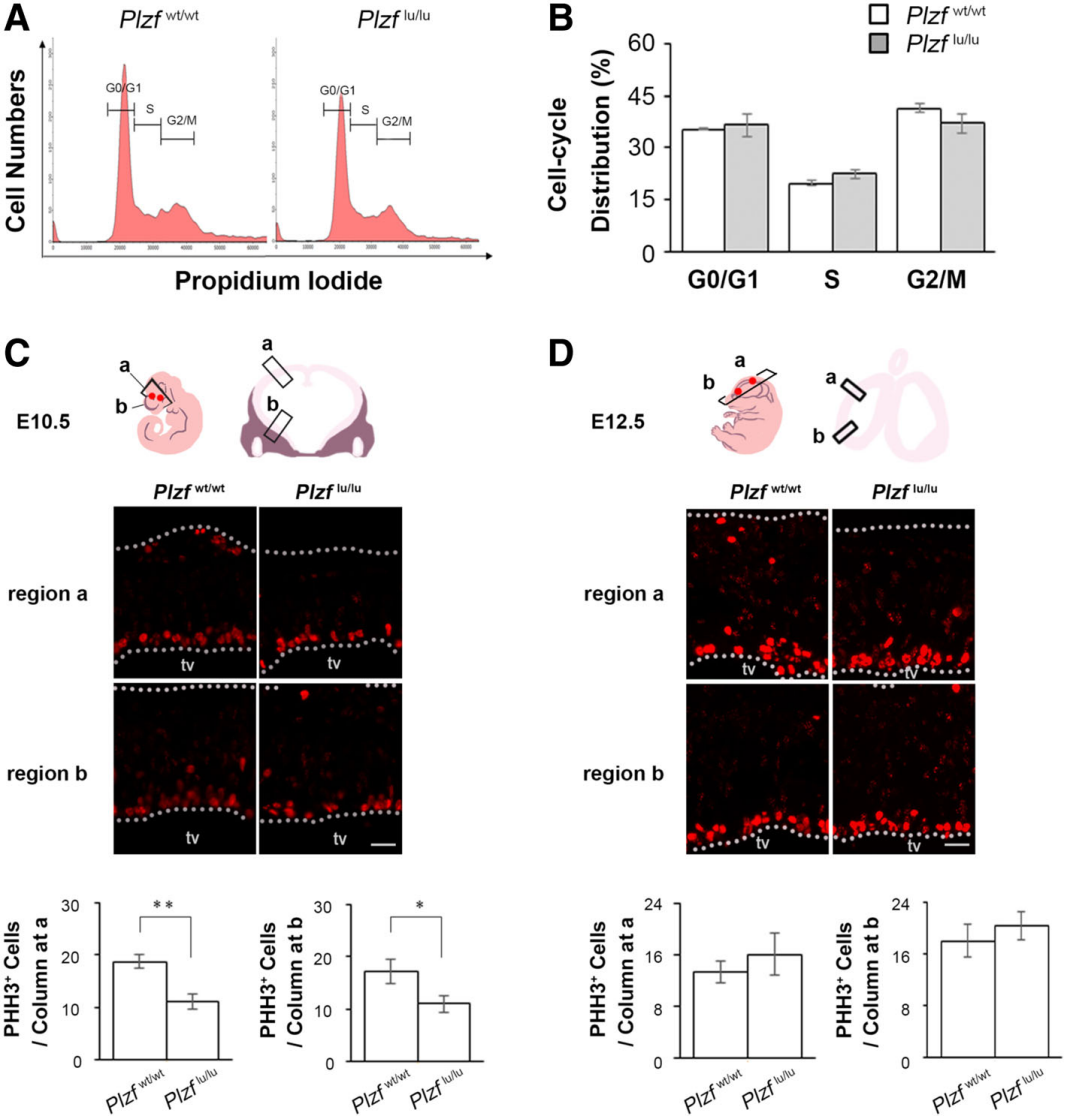
Cell proliferation change at early stage of neurogenesis in *Plzf*^lu/lu^ mice brain. **a,** Representative flow cytometric data showing the cell cycle distribution. X-axis is the intensity of propidium iodide, and Y-axis is the cell numbers. **b**, Quantification of proportions of cells in each phase of the cell cycle. *Plzf*^wt/wt^, *n* = 4; *Plzf*^lu/lu^, *n* = 3. **c** and **d**, E10.5 (***c***) and E12.5 (***d***) brain sections were immunstained by anti-PHH3 antibodies. The PHH3^+^ cells were calculated in the rostral (b) and caudal (a) regions, respectively. The white dashed lines represent the apical and basal borders of cerebral cortex. Quantification of the PHH3^+^ cell numbers in the region shown in the lower panels. n = 4 embryos per genotype at E10.5; *n* = 3 embryos per genotype at E12.5. Statistics were performed with Student’s *t* test. Values represent the mean ± SEM. E, embryonic day; *Plzf*^wt/wt^, wild-type; *Plzf*^lu/lu^, homozygous *luxoid* mice; tv, third ventricle; Scale bar 20 μm

Next, we compared the differences in gene expression profiles of forebrain between wild type and *Plzf*^lu/lu^ mice at E10.5 by microarray. 

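RNA from the brains of *Plzf* lu/lu and wild type embryos at E10.5 was compared on 2 Agilent SurePrint G3 mouse arrays. The methods and Table S1 name the forebrain and midbrain as the tissue, and the sample labels name the brain. On each array, wild type cRNA was labeled with Cy3 and *Plzf* lu/lu cRNA with Cy5, so each array compares 1 sample of each genotype. The dyes were not exchanged on either array, and a dye effect on a probe therefore cannot be separated from the genotype. Both arrays lay on 1 slide and were scanned together. The paper's text does not name the number of embryos behind each array. The authors deposited the Feature Extraction output of each array, with spot intensity after background subtraction and dye normalization and its log10 ratio of Cy5 to Cy3. A second deposited table holds the same ratios on the log2 scale, rounded to within 0.005. Each array carried 59305 gene spots for 56605 probes and 37074 gene names. On array 1, 36936 gene spots were well above background in the wild type channel and 43546 in the *Plzf* lu/lu channel. On array 2 these numbers were 44100 and 44318. No gene spot was saturated. Outlier spots (137 on array 1 and 126 on array 2) were left out, spots of 1 probe were averaged, and the brightest probe stood for each gene. The number of arrays limits the precision of every ratio, and with 2 arrays an exact sign-flip test cannot go below p = 0.5. Each gene was therefore tested with limma, which pools the variance across genes, with Benjamini-Hochberg adjustment. The mutated gene itself, *Zbtb16* (*Plzf*, NM_001033324), was probed on chromosome 9 between 48462419 and 48462478 (mm9). Its log2 ratio of *Plzf* lu/lu to wild type was -1.33 on array 1 and -1.37 on array 2. The processed signal of *Zbtb16* in *Plzf* lu/lu was 172 on array 1, under the minimum of 200, so the gene lies outside the tested set. With genes admitted when at least 1 channel of each array passed, its adjusted p from limma was 0.0448, and over the alternatives that tested it the adjusted p lay between 0.0448 and 0.506.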

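Among the genes that passed the signal filter, 274 were higher in *Plzf* lu/lu than in wild type by more than 1.3-fold on each array, and 78 were lower by more than 1.3-fold on each array. A further 21 genes passed 1.3-fold in opposite directions on the 2 arrays. Across genes, which are not independent replicates, the log2 ratios of the 2 arrays had a Pearson correlation of 0.553 and a Spearman correlation of 0.601, and 72.6% of the genes had the same sign on both arrays. The upregulated count moved most when normexp background correction with median centring over all spots replaced the authors' normalization, which gave 6698 and 4 genes and shifted the median of the passing genes by 0.55 on the log2 scale. The downregulated count moved most without a signal filter, to 2173. In limma with Benjamini-Hochberg adjustment, 3 genes were upregulated at adjusted p under 0.05 and 0 were downregulated, against 1665 and 1277 at an unadjusted p under 0.05. Among these were *Nrcam* with an adjusted p of 0.0394 and *Shh* with 0.0469, both from limma. With 1 passing channel per array enough, the adjusted p from limma was 0.0580 for *Nrcam* and 0.0665 for *Shh*, so neither passed. With the stricter filter and adjusted p under 0.1, 806 genes were upregulated and 482 downregulated, so the count depends strongly on the threshold. By the smaller of the 2 ratios, the strongest upregulated genes included *Nrcam* with a mean log2 ratio of 1.19 (SD 0.06, n = 2 arrays), *Islr2* with 1.26 (SD 0.27), *Etv1* with 0.95 (SD 0.21) and *Shh*. The strongest downregulated genes were the pseudogene transcript ENSMUST00000135410 with -1.65 (SD 0.57), *En2* with -1.55 (SD 0.44), the predicted transcript ENSMUST00000119095 with -1.62 (SD 0.62), *Pcp4l1* with -1.25 (SD 0.25) and *Cmtm7* with -0.91 (SD 0.03).

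**Figure D1:**
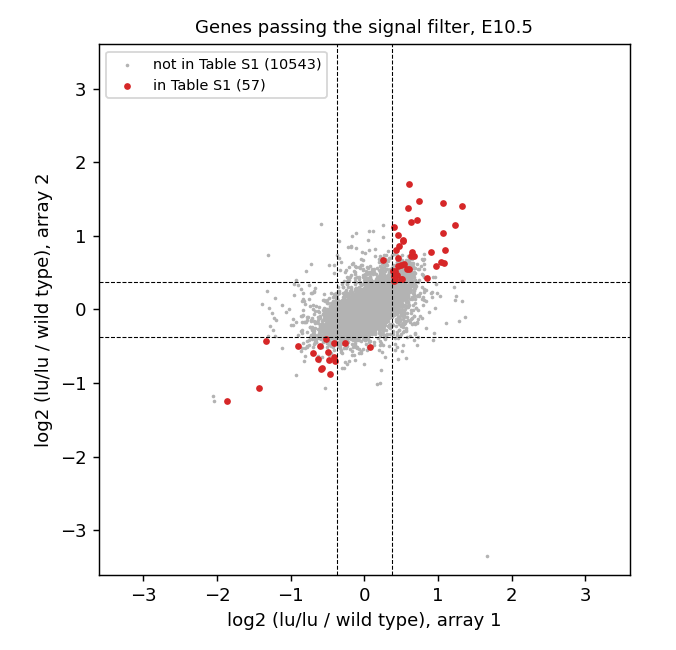
Log2 ratio of *Plzf* lu/lu to wild type on array 1 (horizontal axis) and array 2 (vertical axis), 1 point per gene that passes the signal filter; red points are the 57 passing genes of Table S1 and dashed lines mark 1.3-fold. Most genes lie inside the lines, with 274 genes beyond them at the upper right and 78 at the lower left.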

Compared with the wild type mice, 42 genes were upregulated and 22 genes were downregulated more than 1.3-fold in the *Plzf*^lu/lu^ mice (Additional file 1: Table S1). Functional annotation of these genes was performed by ToppFun, a web database provides users to explore the functions of genes. The five highest-ranking processes in the category of ‘biological process’ were neurogenesis, generation of neurons, neuron differentiation, CNS development, and cell morphogenesis involved in differentiation (Fig. 5a and Additional file 2: Table S2). This result thus further supports the role of Plzf in brain development and neurogenesis. 

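The 5 terms of Table S2 hold 30, 29, 27, 21 and 18 genes, in the order of the sentence, and all of these genes are in Table S1. The terms overlap, with 35 different genes in all and 9 genes present in every term. Of the neurogenesis genes, 20 were upregulated and 4 downregulated beyond 1.3-fold on both arrays with the signal filter passed. The corresponding numbers were 19 and 4 for generation of neurons, 17 and 4 for neuron differentiation, 13 and 2 for CNS development, and 13 and 2 for cell morphogenesis. The median log2 ratio lay between 0.58 and 0.64 in the 5 terms. The genes were selected on these arrays, so no enrichment was tested on them. The paper takes the ranking of these terms as further support for a role of Plzf in brain development and neurogenesis.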

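*Shh* (NM_009170), probed on chromosome 5, had a log2 ratio of *Plzf* lu/lu to wild type of 1.06 on array 1 and 1.03 on array 2. As folds these are 2.09, which equals the number printed for *Shh* in Fig. 5b, and 2.05.

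**Figure D2:**
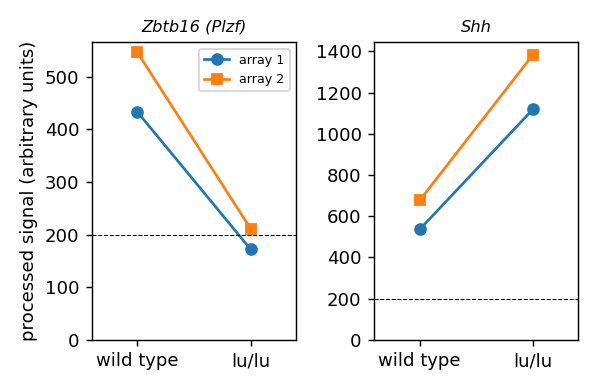
Processed signal in arbitrary units (vertical axis) of *Zbtb16* and *Shh* in wild type and *Plzf* lu/lu (horizontal axis), with 1 line per array and a dashed line at the signal minimum of 200. The signal of *Zbtb16* falls from 433 to 172 on array 1, and that of *Shh* rises from 536 to 1120.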

We also used the ingenuity pathway analysis (IPA) to further analyze these genes and found that the function of *ASCL1* (*MASH1*), *ARX*, and *SHH* were associated with the formation of neural precursor cells (Fig. 5b). Among these genes, the expression of Mash1 was related to the numbers of early-born neurons [18, 19]. Therefore, we used quantitative RT-PCR to analyze the *Mash1* RNA expression. Similar to the microarray data, the quantitative RT-PCR analysis demonstrated a significant increase in *Mash1* mRNA in *Plzf*^lu/lu^ mice when compared with wild type littermates at E10.5 (Fig. 6a). We further analyzed the cell populations by flow cytometry from the forebrain of E10.5 embryos. Our results showed a significant increase of Mash1^+^ cells in the embryos of *Plzf*^lu/lu^ mice (Fig. 6b,c), suggesting that loss of Plzf causes the early expression of Mash1.

**Fig. 5:**
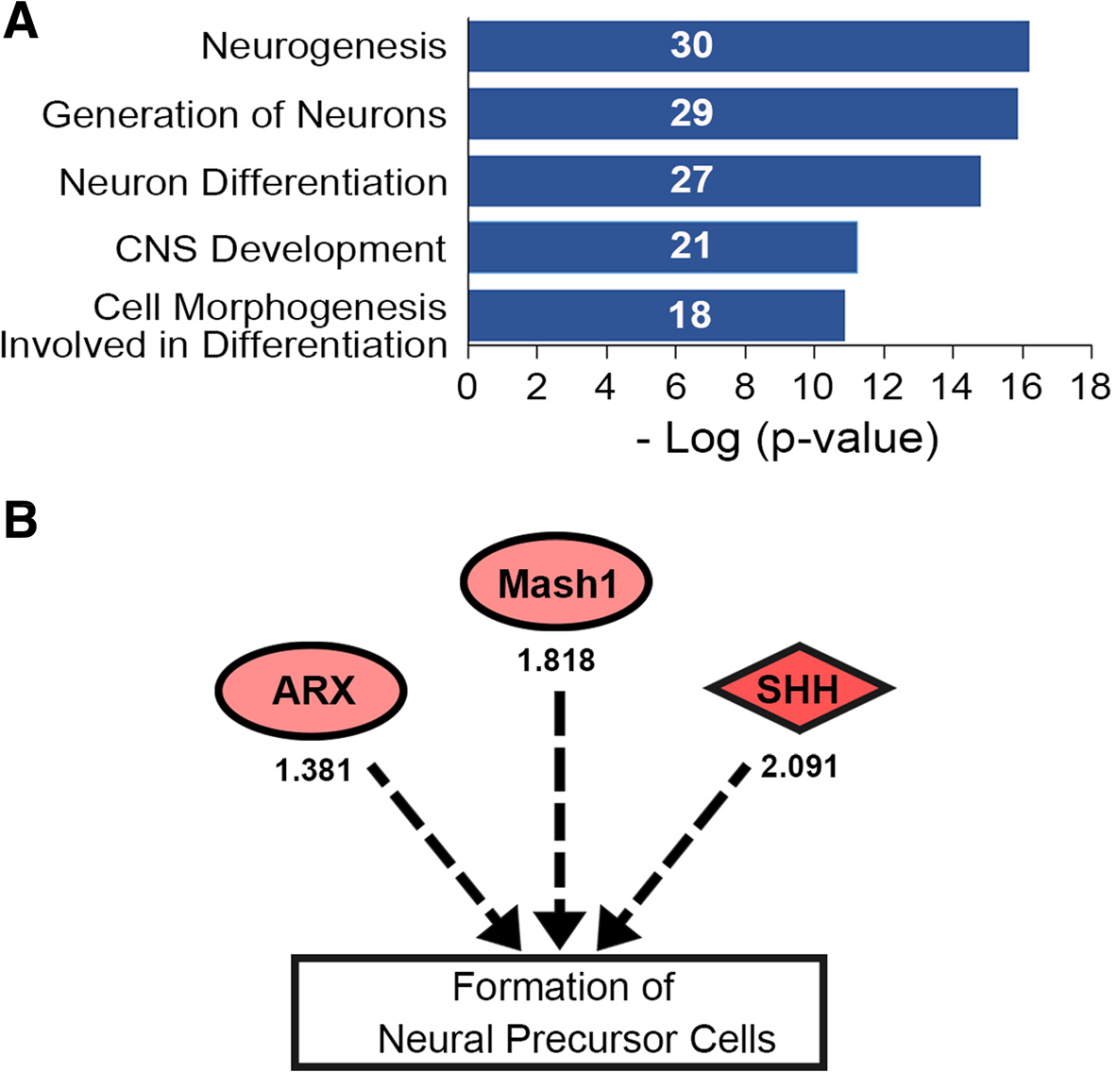
Differentially expressed genes in the embryonic brain of *Plzf*^lu/lu^ mice with functions related to neurogenesis. **a**, E10.5 forebrain and midbrain were collected for gene expression profiling by microarray. The 64 candidate genes with > or < 1.3-fold changes in expression by *Plzf*^lu/lu^ mice were further analyzed by ToppFun (https://toppgene.cchmc.org/). Using the default parameters to annotate target genes for GO Biological Process, the top five physiological system development and function categories were identified. Significance referred to the –log (*p*-value). The numbers in blue bars represent the numbers of genes involved in the category. **b**, Potential genes involved in formation of neural precursor cells. *Arx*: Aristaless related homeobox; *Ascl1 (Mash1)*: Achaete-scute family bHLH transcription factor 1; *Shh*: Sonic hedgehog. The numbers under the circles represent the fold changed between *Plzf*^lu/lu^ to *Plzf*^wt/wt^

**Fig. 6:**
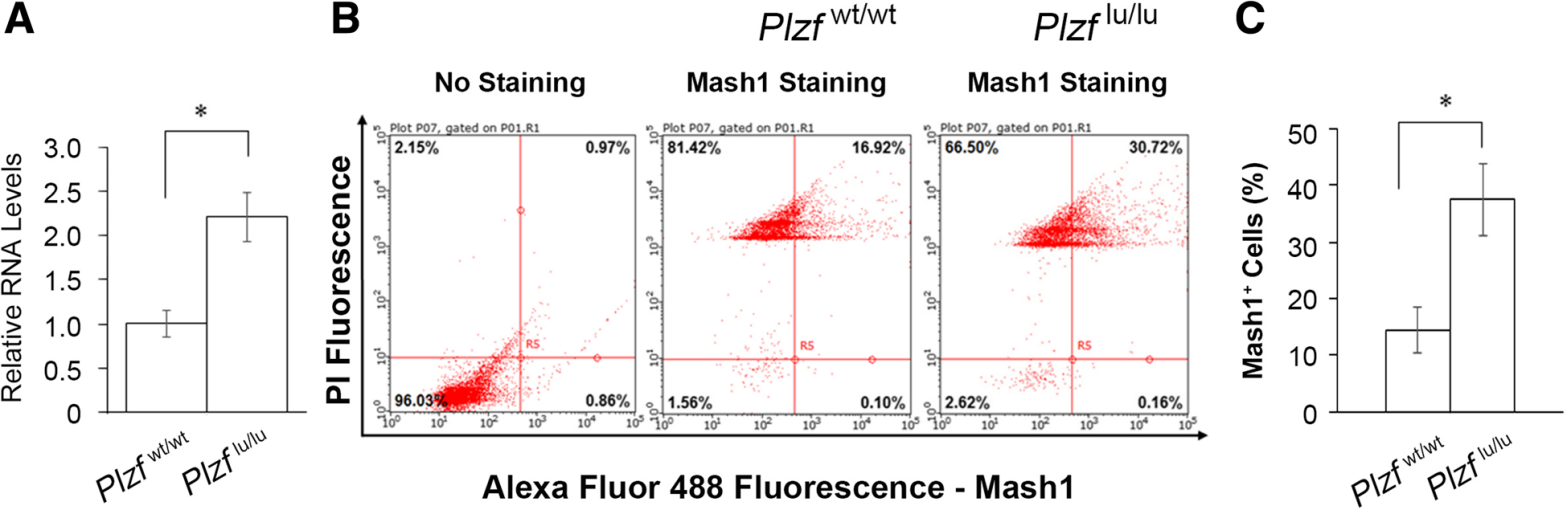
The increase of *Mash1* expression and Mash1^+^ cell population in *Plzf*^lu/lu^ mice at E10.5. **a,** qRT-PCR analysis of *Mash1* mRNA levels, normalized to GAPDH, from *Plzf*^wt/wt^ and *Plzf*^lu/lu^ mice. *Plzf*^wt/wt^, *n* = 3; *Plzf*^lu/lu^, *n* = 4. **b**, Flow cytometry dot plot shows the levels of Mash1^+^ cells in E10.5 *Plzf*^wt/wt^ and *Plzf*^lu/lu^ mice brain. Numbers at upper-right quadrant indicate the proportions of Mash1^+^ cells. **c**, Quantification of the proportions of Mash1^+^ cells. n = 4 per genotype. Values represent the mean ± SEM. Statistics performed with Student’s *t* test: *p < 0.05

### *Plzf*-deficient mice show a deficit in recognition memory

To further analyze the consequence of Plzf loss postnatally, we examined the functional defects in *Plzf*-deficient mice. We first performed open-field tests to assess anxiety behavior and measure basal activity. Our results showed that, although *Plzf*^lu/lu^ mice exhibited skeletal abnormalities [20], they had similar locomotor activity levels as the wild-type littermates (Fig. 7a). We also found that the duration of freezing and staying in the central zone of open field were not significantly different when compared wild-type with *Plzf*-deficient mice, suggesting that the *Plzf*-deficient mice did not exhibit more anxiety-associated behavior than wild-type littermates (Fig. 7b,c). We then analyzed the recognition memory function in wild type and *Plzf*-deficient mice using the novel object recognition test. *Plzf*^wt/wt^ and *Plzf*^lu/lu^ both explored two identical objects “A” equally during the training session (Fig. 7d). After 24 h, we placed mice with one familiar object “A” and one novel object “B” and found that wild-type mice spent significantly more time exploring the novel object “B”, suggesting that they were able to remember and recognize the familiar object (Fig. 7d). On the other hand, *Plzf*^lu/lu^ mice displayed no preference for the displaced object as opposed to the wild-type littermates (Fig. 7d). Our results thus suggest that loss of Plzf results in structural and functional abnormalities of the brain in mice.

**Fig. 7:**
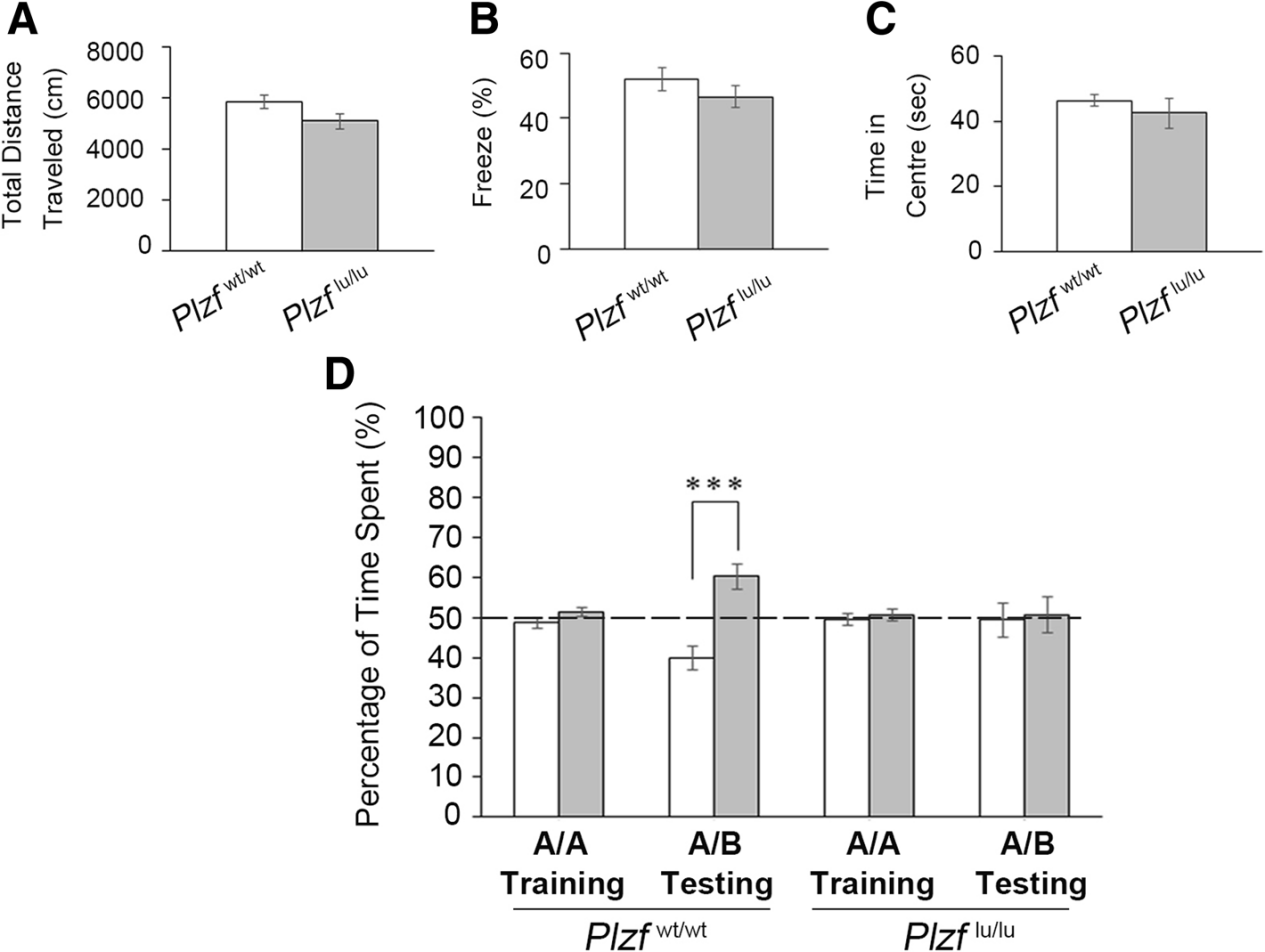
Impairment of novel object recognition memory in *Plzf*^lu/lu^ mice. **A-C,** Open field test results of *Plzf*^lu/lu^ and *Plzf*^wt/wt^ mice. **a,** Quantification of the total distance traveled; *Plzf*^wt/wt^, *n* = 16; *Plzf*^lu/lu^, *n* = 7. **b**, Quantification of the percentage of freezing time (the duration with which the mouse was completely stationary); *Plzf*^wt/wt^, *n* = 12; *Plzf*^lu/lu^, *n* = 5. **c**, Quantification of the time spent in the center zone; *Plzf*^wt/wt^, n = 16; *Plzf*^lu/lu^, n = 7. **d**, Novel object recognition test results of *Plzf*^lu/lu^ and *Plzf*^wt/wt^ mice. The % of total time the mice spent exploring each object during the training and testing sessions was recorded. The dashed line indicates 50% exploration time if none of the objects is preferred. *Plzf*^wt/wt^, *n* = 16; *Plzf*^lu/lu^, *n* = 7. Values represent the mean ± SEM. Statistical analysis was performed using Student’s t-test: *** *p* < 0.001

## Discussion

The function of Plzf in brain development is less known as compared to the studies of Plzf in other biological processes such as hematopoiesis, osteogenesis, and spermatogenesis. This study demonstrated that Plzf expression was strictly regulated during brain development. Loss of Plzf resulted in microcephaly with thinner cortex and reduced numbers of Tbr1^+^ neurons in layer VI but not in other layers. PHH3 immunostaining revealed a significant decrease of mitotic cell number in *Plzf*^lu/lu^ mice at early stage of neurogenesis. Microarray, qRT-PCR, and flow cytometry analysis identified *Mash1* expression was up-regulated in the embryonic brain of *Plzf*-deficient mice at E10.5. Impairment of recognition memory was also observed in *Plzf*-deficient mice. Together, these findings clarify the effects of Plzf on the formation and function of the brain.

Plzf has been proposed to mediate a lot of essential biological processes and the *Plzf*-deficient mice, including both *Plzf* knockout and mutant mice, have been characterized in these contexts [2–4, 20, 21]. Although these studies have demonstrated defects of testis and limb homeosis and patterning in *Plzf*-deficient mice, whether the brain is also affected has not been investigated in these mouse models. Our results showing decreased cerebral cortex size and deficits in recognition memory in the *Plzf*-mutant mice (Figs. 2, 3 and 7d) are consistent with previous reports in a patient, who was identified with biallelic loss of function of the *PLZF* gene [6, 7]. In these reports, the patient was diagnosed with severe skeletal defects and genital hypoplasia. In addition, his head circumference (33 cm) was 2.4 S.D. below the mean size at birth, and the patient had severe mental retardation.

A previous study has identified an extremely dynamic expression pattern of *Plzf* mRNA during CNS development by in situ hybridization [8]. In that study, *Plzf* mRNA expression can be first detected at E7.5 in the anterior neuroepithelium and extended to the entire neuroectoderm until stage E10. The study also revealed that although Plzf was still expressed abundantly in CNS at E10.5, the expression was no longer detectable in many regions of the forebrain at E12.5. In contrast, Plzf expression in hindbrain and spinal cord remains until at least E16.5. Consistent with the result of in situ hybridization, our Western blotting results showed that Plzf protein was highly expressed in the mouse embryonic brain at E10.5 (Fig. 1a). The expression was then decreased and maintained at lower levels until E18.5. Using immunostaining, we also confirmed the dynamic expression pattern of Plzf protein in forebrain. Similar to the mRNA expression, we showed that the protein expression of Plzf was highly abundant in the forebrain at E10.5 but dramatically decreased at E11.5 (Fig. 1b-d).

We found that Plzf was expressed in the neuroepithelium before the time when neurogenesis starts (Fig. 1d), implicating that the effect of Plzf on neurogenesis may be more important in early stage than in late stage. Consistent with our speculation, we found that a significant decrease of mitotic cell number in *Plzf*^lu/lu^ mice at E10.5 (Fig. 4c) but not at E12.5 (Fig. 4d). In the spinal cord of chick and mouse, Plzf is able to promote neural progenitors proliferation and decrease neuronal differentiation [10]. In zebrafish, Plzf can block neuronal differentiation by inhibiting the expression of proneural gene Ngn1 [9]. Our result further reveals the effect of Plzf in the proliferation of neural stem cells in the brain. Loss of Plzf may result in a reduction of the neural stem/progenitor cell pool and lead to reduce the size of cerebral cortex. In mammalian brain, cerebral cortex is a highly organized, six-layered structure [22]. Among these layers, layer VI is the deepest one and the neurons in layer VI are born as early as E11.5 in mouse [23]. Two models are used to explain the mechanisms that establish cellular diversity in the cortex [24]. One is progressive restriction model, in which a single kind of radial glia cells sequentially generates all different subtypes of projection neurons and astrocytes in a defined temporal order. Base on this model, a reduction of cell proliferation in early neural progenitors should affect the number of progenitor cells in later embryogenesis, because it might reduce total number of progenitor pools. The other is lineage restriction model, in which distinct subtypes of radial glia cells co-exist and are pre-specified to generate different subtypes of projection neurons and astrocytes. Base on this model, early and later-born neurons are derived from distinct progenitor pools. We found that loss of Plzf resulted in a smaller cerebral cortex with a specific decrease in the number of neurons in layer VI but not in other layers (Fig. 3), suggesting Plzf is required for the early progenitor pools. Our results are thus in agreement with the lineage restriction model.

Our result showed an impairment of recognition memory in *Plzf*-deficient mice (Fig. 7d). Previous studies reveal that prefrontal cortex supports the hippocampus for both long-tern and short-term memory [25, 26]. And, recognition memory, in general, depends on interactions within a circuit involving the insular cortex, perirhineal cortex, ventromedial prefrontal cortex, and hippocampus [26–29]. More importantly, layer VI of visual cortex area is specifically implicated in object recognition memory formation [30]. Therefore, the impairment of recognition memory in *Plzf*-deficient mice may relate to the decrease in cerebral cortex size and the number of deep-layer cortical neurons.

Brain development is a complicated process involving neural stem cell proliferation, differentiation, and survival. Human autosomal recessive primary microcephaly (MCPH) is a congenital brain disorder caused by mutations in at least 12 different genes [31]. Patients with MCPH exhibit marked reduction in brain size and intellectual disability. To date, most of MCPH genes identified are centrosomal proteins involved in cell cycle regulation. For example, CDK5RAP2 is required to maintain centriole engagement and cohesion [32], WDR62 is related to mitotis spindle assembly and stability [33], CENPJ and PLK4 are involved in centrosome biogenesis [34, 35], and ASPM is related to spindle regulation [36]. In animal models, deficiency of MCPH genes causes brain size reduction as observed in patients [33, 37–40]. However, our data showed no change of expressions of MCPH genes in the embryonic brain of *Plzf*-deficient mice at E10.5 (Additional file 1: Table S1), implying that the effect of Plzf in cerebral cortex formation is not related to MCPH genes dysregulation.

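All 5 microcephaly genes named above passed the signal filter. Their mean log2 ratios of *Plzf* lu/lu to wild type over the 2 arrays were -0.01 for *Cdk5rap2*, 0.07 for *Wdr62*, 0.23 for *Cenpj*, -0.06 for *Plk4* and 0.20 for *Aspm*. Under other ways of processing both arrays, *Cdk5rap2* kept its sign in 6 of 10 and *Plk4* in 9 of 10, with the exception for *Plk4* under median centring over all spots, which raises the passing genes as a whole. The 6 that kept the sign of *Cdk5rap2* left its ratio as it was, apart from rounding. Where the ratio was recomputed it turned positive: 0.036 (normexp with loess), 0.56 (median centring), 0.0053 (centring on the passing genes) and 0.080 (GC trend removed). With 8 further primary microcephaly genes, the list held 13 genes, of which 10 passed the filter. No gene of the 13 went beyond 1.3-fold on either array. The folds of the 10 passing genes lay between 0.866 and 1.27. In limma, 0 of the 10 genes had an adjusted p under 0.05, 3 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The lowest adjusted p from limma was 0.128, for *Cenpj*. The median log2 ratio of the 10 genes was 0.11, with 0.15 on array 1 and -0.03 on array 2. This median stood at percentile 91.0 of 10000 random lists matched on signal. Tested beside the other marker lists with camera in limma, the named genes had an adjusted p of 0.408 and the further genes an adjusted p of 0.854. With fry in limma, the adjusted p was 0.595 and 0.710. With normexp and median centring over all spots, 5 of the genes went beyond 1.3-fold on both arrays. From the absence of a change in these genes, the paper proposes that the effect of Plzf on the cortex does not run through MCPH genes.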

Impaired or premature neurogenesis also affects nervous system development and causes brain size change. For example, RP58 is highly expressed in differentiating neurons to repress the expressions of proneural genes and essential for neuronal differentiation from progenitors. Loss of RP58 results in impaired neurogenesis and smaller brain size [41]. Our previous studies also reveal that Rnf112/Znf179 expresses in differentiating neurons to modulate cell cycle exit, and loss of Rnf112/Znf179 also causes smaller brain size [42, 43]. In addition to impaired neurogenesis, premature neurogenesis caused by up-regulation of proneural genes in NSCs leads to depletion of progenitor pool and reduction of brain size [44, 45]. Our result showed up-regulation of proneural gene *Mash1* expression and increase of Mash1^+^ cells in the embryonic brain of *Plzf*-deficient mice at E10.5 (Fig. 6). *Mash1*, also known as *Ascl1*, is a proneural gene regulating neurogenesis in the ventral telencephalon and is also critical for laminar fate determination of cortical neurons [18, 19, 46, 47]. As shown in the study of Hatakeyama et al., *Hes* genes including *Hes1, Hes3, and Hes5* are expressed in NSCs to repress the expressions of proneural genes such as Mash1 and contribute to the maintenance of NSCs [44]. In the absence of *Hes* genes, proneural genes (including *Mash1*) are up-regulated, leading to premature neurogenesis and concomitant a wide range of defects in brain formation. Therefore, the Mash1 dysregulation may be related to the brain malformation in *Plzf*-deficient mice.

In addition to *Mash1*, *Shh* and *Arx* are also suggested to mediate the generation of neural precursor cells and are up-regulated in the embryonic brain of *Plzf*-deficient mice at E10.5 (Fig. 5b, Additional file 1: Table S1). 

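The mean log2 ratio of *Shh* in *Plzf* lu/lu to wild type was 1.05 (SD 0.02, n = 2 arrays), a difference far larger than the spread between the arrays. The mean was positive under the 11 other ways of processing both arrays, with values between 0.96 and 1.51. The adjusted p of *Shh* from limma over these lay between 2.3e-23 and 0.506, and the lowest value came from median centring over all spots. A change of filter, of model or of probe averaging left the ratio of *Shh* as it was, so it could not change the sign. The ratio was recomputed under normexp with loess (1.01), median centring (1.51), centring on the passing genes (0.96) and removal of the GC trend (0.96).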

*Shh* gene encodes a secreted protein, sonic hedgehog, and is required for expansion of neuron precursors in cerebellum and also in neocortex [48, 49]. *Arx* is a homeobox-containing gene and regulates cell expansion of cortical intermediate progenitor [50]. Whether the *Shh* and *Arx* genes dysregulation also contributes to the defect of cerebral cortex formation in *Plzf*-deficient mice will be further examined.

## Conclusions

In conclusion, Plzf is expressed at early stages of brain development and required for the early progenitor pools. Loss of Plzf results in dysregulation of Mash1, microcephaly with reduced numbers of early-born neurons, and impairment of recognition memory.

## Additional files

Additional file 1: **Table S1.** Gene expression changes identified from a microarray of E10.5 *Plzf*^wt/wt^ and *Plzf*^lu/lu^ mice forebrain and midbrain.

Additional file 2: **Table S2.** List of genes associated with the GO term.

## Abbreviations

E: embryonic day
IPA: ingenuity pathway analysis
*lu*: luxoid
NOR: Novel Object Recognition
NSCs: neural stem cells
PHH3: phospho-histone H3
Plzf: promyelocytic leukemia zinc finger

# Supplementary material for: Promyelocytic leukemia zinc finger is involved in the formation of deep layer cortical neurons
**Source:** J Biomed Sci. 2019 Apr 26;26:30. doi: 10.1186/s12929-019-0519-8
**Supplement:** Supplementary file 1 — Table S1. Gene expression changes identified from a microarray of E10.5 Plzfwt/wt and Plzflu/lu mice forebrain and midbrain.

**Table S1** Gene expression changes identified from a microarray of E10.5 *Plzf*^wt/wt^ and *Plzf*^lu/lu^ mice forebrain and midbrain.

| Accession Number | Gene Symbol | *Plzf*^wt/wt^ vs. *Plzf*^lu/lu^ | | Accession Number | Gene Symbol | *Plzf*^wt/wt^ vs. *Plzf*^lu/lu^ | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **N1** | **N2** |  |  | **N1** | **N2** |
| NM_007492  NM_008553  NM_010740  NM_001081275  XM_006535725  NM_018827  NM_016669  NM_010054  NM_016885  NM_010134  NM_001290753  NM_007960  NM_010181  NM_028263  NM_001291067  NM_001160112  NM_175284  NM_008237  NM_019564  NM_010494  NM_016851  NM_010572  NM_001161536  NM_177715  NM_001097621  NM_001039000  NM_008449  NM_057173  NM_001081088  NM_028977  NM_176920  NM_145515 | Arx  Mash1  Cd93  Cfap126  Cnpy1  Crlf1  Crym  Dlx2  Emcn  En2  Ephb2  Etv1  Fbn2  Fgfbp3  Foxa2  Foxg1  Fzd10  Hes3  Htra1  Icam2  Irf6  Irs4  Islr2  Kctd12  Kif26a  Kif5a  Kif5c  Lmo1  Lrp2  Lrrc17  Lrtm1  Mark1 | 1.38  1.82  0.70  0.70  0.41  2.50  1.55  1.42  0.65  0.28  1.34  2.14  0.73  1.38  1.64  1.52  0.66  0.43  1.96  0.71  1.49  1.87  2.10  0.72  1.41  1.86  1.33  1.44  2.12  0.66  1.38  1.41 | 1.81  1.99  0.50  0.76  0.47  2.65  2.29  1.33  0.62  0.42  1.43  1.74  0.71  2.01  2.33  3.27  0.57  0.31  1.50  0.67  1.46  1.72  2.74  0.62  1.52  2.18  1.32  1.93  1.55  0.71  1.63  1.33 | NM_008665  NM_152229  NM_176930  NM_130885  NM_008781  NM_025557  NM_013892  NM_008808  NM_019932  NM_032398  NM_172775  NM_026376  NM_011141  NM_008973  NM_011218  NM_177740  AK083030  NM_017400  NM_009170  NM_011380  NR_038082  NM_011443  NR_015580  AK153771  NM_010097  NM_009133  NM_019675  NM_008536  NM_009426  NM_023716  NM_013703  NM_001033324 | Myt1  Nr2e1  Nrcam  Oxr1  Pax3  Pcp4l1  Pcsk1n  Pdgfa  Pf4  Plvap  Plxnb1  Plxnd1  Pou3f1  Ptn  Ptprs  Rgma  Rmst  Sh3gl3  Shh  Six2  Six3os1  Sox2  Sox2ot  Sox4  Sparcl1  Stmn3  Stmn4  Tm4sf1  Trh  Tubb2b  Vldlr  Zbtb16 | 1.51  1.38  2.35  1.60  0.76  0.37  1.31  2.06  0.40  0.67  1.32  0.73  1.57  0.66  1.33  1.35  0.75  1.52  2.09  1.37  1.81  1.36  1.68  1.45  0.57  1.32  1.44  0.53  0.75  1.55  1.58  0.40 | 2.60  1.92  2.22  1.65  0.62  0.48  1.43  1.56  0.74  0.58  1.31  0.55  1.72  0.57  1.37  1.76  0.73  1.47  2.05  1.50  1.35  1.39  2.77  1.54  0.66  2.18  1.91  0.71  0.64  1.65  1.89  0.39 |

Summarized data from microarray analysis. 

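The table lists the ratio of each gene on each array. Its column head reads wild type against *Plzf* lu/lu, and the values equal the *Plzf* lu/lu signal divided by the wild type signal, so a value above 1 is a gene higher in *Plzf* lu/lu. Of its 64 genes, 63 were found on the array by accession and *Cnpy1* by symbol. For 59 genes both ratios were within 0.01 of the table at the brightest probe of the gene, and for 62 genes some probe of the gene gave both values. The signal filter was passed in both channels of both arrays by 57 of the genes, and in at least 1 channel of each array by all 64. Beyond 1.3-fold on both arrays with the filter passed were 38 upregulated and 16 downregulated genes of the table. In limma with Benjamini-Hochberg adjustment over all genes tested, 3 of the 57 genes had an adjusted p under 0.05, and 56 when adjusted over the list alone. The list was selected on these arrays, so the second number is not independent evidence.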

N1 and N2, two independent groups, represent the corresponding sample sizes.

# Supplementary material for: Promyelocytic leukemia zinc finger is involved in the formation of deep layer cortical neurons
**Source:** J Biomed Sci. 2019 Apr 26;26:30. doi: 10.1186/s12929-019-0519-8
**Supplement:** Supplementary file 2 — Table S2. List of genes associated with the GO term.

**Table S2** List of genes associated with the GO term.

GO, gene ontology; CNS, central nervous system.

How the deposited data were processed for this re-analysis (not part of the article)

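RNA from the forebrain and midbrain of *Plzf* lu/lu and wild type mouse embryos at E10.5 was measured on 2 arrays with 2 dyes each. Wild type was labeled with Cy3 and *Plzf* lu/lu with Cy5 on both arrays. The assignment of the dyes and the replicate numbers was taken from the sample labels, and the tissue from the methods. Every data column could be assigned to a sample.

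The authors scanned the arrays and processed them with Feature Extraction 10.7.3.1, which subtracted the background, replaced dim spots by a surrogate value and normalized the dyes within each array by rank-consistency LOWESS. The arrays were not normalized to each other. The deposited values are processed intensity, its error, the raw spot and background intensity, and the log10 ratio of Cy5 to Cy3. A second deposited table gives the ratio as log2, and each value was within 0.005 of the log10 ratio on that scale at each of the 62976 features. Probe positions are those of the deposited annotation, in build mm9. In the spike-in controls, the observed log ratios had a slope of 0.907 on the expected ones on array 1 and 0.887 on array 2.

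From these files, control spots and outlier spots were left out, spots of 1 probe were averaged on the log2 scale, and each gene name was represented by its probe with the highest mean signal. A gene passed when the processed signal was above 200 and the signal-to-noise ratio was at least 5 in both channels of both arrays. A gene was counted as changed when its ratio of *Plzf* lu/lu to wild type was above 1.3, or below the inverse of 1.3, on each array. The log2 ratios were also fitted with limma 3.58.1 in R 4.3.3 (lmFit with an intercept, then eBayes) with Benjamini-Hochberg adjustment over the 10600 genes tested. With 1 residual degree of freedom per gene, the test rests on the variance pooled across genes. The other steps used data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

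Named genes are those the paper names for the arrays, together with the 5 up- and 5 downregulated genes with the largest value of the smaller of their 2 ratios among those beyond 1.3-fold in the same direction on both arrays. Some of the genes this rule selects are not reported here. Lists of marker genes for brain regions, cell types, cell cycle and sex, 24 in all, were set before the data were examined and after Table S1 had been read. Lists with at least 1 passing gene (22 lists) were tested with camera at an inter-gene correlation of 0.01, with fry, and against 10000 random lists matched on mean signal in 20 bins.

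The procedure was tested on simulated data with 2 arrays and 200 genes changed by 1 on the log2 scale. Over 20 simulations limma called between 96.5% and 100% of the changed genes, and a median of 8.76% of its calls were false, with up to 20.6% in a single simulation. The 1.3-fold rule called between 15 and 30 unchanged genes. A list of 20 genes shifted by 0.3 was called by camera in 20 simulations and by fry in 15, and neither called an unshifted list.

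The alternatives set before the data were examined were normexp background correction (offset 50) followed by loess or by median centring, the deposited log2 table, spots well above background in place of the signal filter, the filter passed in at least 1 channel, no filter, the signal over its error as the signal-to-noise ratio, the mean over the probes of a gene, each probe on its own, the channels without the pairing by array, eBayes with trend, treat against 1.3-fold, a threshold of 1.5-fold, the mean of the 2 arrays, and each array alone. Normexp with centring on the passing genes, and removal of the trend of the log2 ratio on the GC content of the probe (lowess, span 0.67), were chosen after seeing the data. The quantitative RT-PCR, flow cytometry, histology, imaging and behaviour of the paper were not analysed here.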

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

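Of the tests in this part, the split of the region prediction into a forebrain and a midbrain part, the removal of the GC trend with the counts that rest on it, the division of the changed genes by membership of Table S1 in the probe tests, the comparison of surface ectoderm with endothelial genes and the blood test were chosen only after the results were seen. The tests of second probes and of the GC correlation over all changed genes, of vessel cells, of the luxoid region and of embryo sex were stated first.

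Beyond 1.3-fold in the same direction on both arrays were 298 genes that the paper does not list, 236 higher and 62 lower in *Plzf* lu/lu. Noise of single arrays gives opposite directions as often as equal ones, and 21 genes passed 1.3-fold in opposite directions against 352 in the same direction, which argues against it as the source of the set. Sequence of the strain around the luxoid mutation is also no source of the whole set, since 11 of the 201 genes within 20 Mb of *Zbtb16* were changed (5.47%), against 3.26% of the genes elsewhere (Fisher's exact test, two-sided, p = 0.105). *Islr2* lies in that window, and a strain difference stays open for it.

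The GC content of the probe was related to the ratio, with a Spearman correlation of -0.33 across genes (-0.38 on array 1 and -0.20 on array 2). Removing this trend left 258 of the 352 changed genes beyond 1.3-fold, or 70.8% of those outside Table S1 (211 of 298) and 87.0% of those in it (47 of 54). The trend may therefore account for part of the calls and is not the whole source of either group.

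A dye effect on single probes cannot be told apart from genotype for the genes outside Table S1, because the dyes were not exchanged. A second probe that shares no stretch of 20 bases had the same direction in 62.1% of the changed genes that have one (41 of 66), against 54.9% of unchanged genes (Fisher's exact test, two-sided, p = 0.260). For genes outside Table S1 the share was 58.3% (35 of 60, p = 0.693 by the same exact test). For genes of Table S1 it was 100.0% (6 of 6, p = 0.0357 by the same exact test), which argues against such an effect for those 6 genes and leaves the others untested. A difference in embryo sex would move *Xist* and the Y-linked genes in opposite directions. Both rose, with a median log2 ratio of 0.17 over 4 Y-linked genes (0.19 on array 1 and 0.12 on array 2) and 0.28 for *Xist*, which goes against it. It still cannot be told apart, because *Xist* and 3 of the 4 Y-linked genes were too dim to pass the signal filter. A biological effect of genotype stays open beside these.

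Without the genes of Table S1, 6 of 22 marker lists stood apart by camera with adjusted p under 0.05, and none of these 6 held under fry. The forebrain list had a median log2 ratio of 0.36 over 7 genes (adjusted p 0.0296, 3 genes higher and 0 lower on both arrays), with 0.46 on array 1 and 0.47 on array 2. The endothelium list had a median of -0.42 over 3 genes (adjusted p 0.0296, 3 lower on both arrays), with -0.28 on array 1 and -0.51 on array 2. The erythroid list had a median of -0.36 over 9 genes (adjusted p 0.0423), with -0.95 on array 1 and 0.12 on array 2. The hypoxia list had 0.28 over 8 genes (adjusted p 0.0423), with 0.41 on array 1 and 0.086 on array 2. The neural progenitor list had 0.18 over 11 genes (adjusted p 0.0423), with 0.14 and 0.41. The neuron list had 0.28 over 16 genes (adjusted p 0.0296), with 0.07 on array 1 and 0.58 on array 2. With the GC trend removed, 4 of the 6 lists still stood apart by camera, which argues against the trend as the source of all of them. The erythroid and neural progenitor lists did not.

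A larger share of forebrain against midbrain in the *Plzf* lu/lu tissue was tested with markers outside Table S1. The forebrain median exceeded that of midbrain and isthmus by 0.37, larger than in 99.8% of random pairs of lists. The forebrain part alone, 0.36, is consistent with a larger share of forebrain. The midbrain part was not borne out: its median was -0.0057 over 9 genes, 3 higher and 4 lower on both arrays. With the genes of Table S1 kept, the median was -0.21 over 12 genes, 3 higher and 7 lower on both arrays. The adjusted p from camera was then 0.0649. The genes left out had been selected on these arrays for their change, so neither value can decide on a smaller share of midbrain. Whether the forebrain genes rose through the dissection or through an effect of genotype on forebrain genes was not tested.

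The lower endothelial median of -0.42 may reflect fewer vessel cells in the *Plzf* lu/lu tissue. Over 17 endothelial genes well above background it was -0.59. A smaller share of all tissue around the neural tube would lower surface ectoderm genes along with them. Their median was 0.22 over 12 genes well above background, 5 higher and 0 lower on both arrays. It was 0.45 on array 1 and 0.045 on array 2, so the rise lay mostly on array 1. Over the 8 surface ectoderm genes that passed the signal filter, the median was 0.50 on array 1 and -0.12 on array 2. Over the genes well above background, it exceeded the endothelial median by 0.80 (0.79 on each array). The larger p of the 2 arrays was 0.000127, on array 2 (Mann-Whitney exact test across genes, two-sided). Over the genes that passed the signal filter, those of Table S1 included, the difference was 0.72 (8 and 7 genes, 0.96 on array 1 and 0.56 on array 2, p = 0.00218 on array 2 by the same exact test). The genes of a list are not independent replicates. These values argue against a common fall of all surrounding tissue, and a smaller share of part of it stays open. Mesenchyme and neural crest genes had a median of -0.050 over 13 genes, 4 higher and 5 lower on both arrays, and of -0.15 over 18 genes well above background, so their members go both ways. *Egfl7*, the brightest endothelial gene outside Table S1 that passed the filter, had log2 ratios of -0.16 and -0.41. An effect of genotype on vessels stays open and untested.

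The erythroid difference lies on array 1 alone. There the wild type signal of the 12 erythroid genes exceeded that of array 2 by a median of 1.59 on the log2 scale, against 0.49 in the *Plzf* lu/lu channels, consistent with more blood in the wild type sample of array 1. The signal of *Hbb-y* in wild type was 146806 on array 1 and 56549 on array 2. Beyond the GC trend, no explanation was tested for the hypoxia, neural progenitor and neuron lists.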

How the results depend on the processing

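Normexp with centring on the passing genes and removal of the GC trend were chosen after seeing the data. The other alternatives were set before the data were examined. Not every alternative was run on every result: each probe on its own, eBayes with trend, treat, the 1.5-fold threshold and the mean of the 2 arrays were run on counts of changed genes and not on single genes or marker lists, and the channels without the pairing on the counts at adjusted p under 0.05 and on *Zbtb16*, *Shh* and *Hes3*. With 1 array the ratios could not be tested.

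The counts beyond 1.3-fold (274 and 78) stayed within 1.5 times under normexp with loess, the deposited log2 table, the filter in at least 1 channel, the mean over probes, each probe on its own and removal of the GC trend. The signal over its error removed no gene and says nothing here. Normexp with median centring gave 6698 up and 4 down, because the median of the passing genes moved by 0.55. Spots well above background gave 586 and 481, no filter 1695 and 2173 with 1708 genes in opposite directions, the mean of the 2 arrays 498 and 245, and the 1.5-fold threshold 41 and 12. Normexp with centring on the passing genes gave 455 and 120. With each array alone, between 481 and 881 genes were up and between 215 and 619 down. Apart from the shift of the median, the cause was not tested.

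The counts at adjusted p under 0.05 in limma (3 and 0) depend on the processing more than any other result. For upregulated genes, 0 remained past the threshold under normexp with loess, the deposited log2 table, spots well above background, no filter, the mean over probes, eBayes with trend and treat, for which 1871, 1439, 2067, 1477, 1472, 1728 and 121 genes had an unadjusted p under 0.05. Filtering on at least 1 channel gave 1 up and 1 down, each probe on its own 178 and 55, and normexp with median centring 9637 and 7. Normexp with centring on the passing genes gave 969 and 545, and removal of the GC trend 441 and 266. The cause was not tested.

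Each array's 2 channels are paired in its ratio. With the replicate block left out of the model, 0 genes were upregulated at adjusted p under 0.05 in limma (1543 at an unadjusted p), and *Shh* kept its mean of 1.05 with an adjusted p of 0.0521.

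*Zbtb16* passed the limma threshold with -1.35 where it entered the tested set by the filter in at least 1 channel, with an adjusted p from limma of 0.0448. It did not pass with spots well above background (0.252) or with no filter (0.506). *Shh* no longer passed it under normexp with loess (1.01), the deposited log2 table (1.04), spots well above background, the filter in at least 1 channel, no filter and the mean over probes (each 1.05). In those 6 the adjusted p of *Shh* from limma lay between 0.0574 and 0.506. With eBayes with trend and with treat, 0 genes were upregulated at adjusted p under 0.05, so *Shh* did not pass there either. The lowest adjusted p of any gene from limma was 0.126 with trend and 0.120 with treat. The cause was not tested.

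Other directions changed. *Hes1* (0.15) gave -0.0096 with the GC trend removed and between -0.067 and 0.36 with each array alone, and *Hes5* gave between -0.18 and 0.47. *Cdk5rap2* (-0.01) gave 0.036 under normexp with loess, 0.56 with median centring, 0.0053 with centring on the passing genes, 0.080 with the GC trend removed and between -0.030 and 0.015 with each array alone. *Plk4* (-0.06) gave 0.39 with median centring and between -0.13 and 0.0011 with each array alone. The cause was not tested.

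Of the microcephaly genes, 5 went beyond 1.3-fold with normexp and median centring, and 0 under each of the other alternatives run on them. Their median lay between -0.030 and 0.15 with each array alone. With the genes of Table S1 kept in the lists, the number of marker lists past camera's threshold (6) was 3 under normexp with loess and 10 with spots well above background, where more genes are tested. With median centring, the medians of the erythroid (0.29), macrophage and platelet (0.17), midbrain and isthmus (0.31), floor plate and ventral (0.39) and mesenchyme and neural crest (0.52) lists turned positive, and the erythroid median lay between -0.94 and 0.12 with each array alone.

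Among results that answer a comparison, 109 alternatives left the result on its side, 38 moved a count or a value without a test, 7 took a result back over its threshold and 1 brought it past. Among single genes and lists, 365 left it there, 42 brought a result past its threshold, 15 took it back, 8 moved a value without a test and 14 reversed it. These tallies include alternatives that could not move the ratio of a single gene, such as a change of filter. They also include the signal over its error, which removed no gene. Signal limits what can be tested: about 27.7% of the gene spots exceeded 200 in a channel, and *Zbtb16* and *Hes3* fell outside the tested set for this reason.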

Differences from the paper's values

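The paper reports 42 upregulated genes, and 274 passed the rule here. Of the alternatives set before the data were examined, the 1.5-fold threshold falls within the paper's value with 41 genes, of which 17 are among the upregulated genes of Table S1. Every other one of these alternatives stays outside it, with numbers between 219 and 6698.

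The paper reports 22 downregulated genes, and 78 passed the rule here. None of the alternatives set before the data were examined falls within 1.5 times of the paper's value and the nearest is the 1.5-fold threshold with 12 genes. Removal of the GC trend, chosen after seeing the values, gave 213 and 82 genes and does not reach either number.

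For *Ptn*, Table S1 gives the paper's value of 0.66 on its first replicate, and the brightest probe here gave 1.05. With the mean over the probes of the gene, the value falls within the paper's range. Under normexp with loess or with median centring, the deposited log2 table, spots well above background, the filter in at least 1 channel, no filter and the signal over its error it does not. Another probe of *Ptn* gave both values of Table S1 within 0.01, as did another probe of *Fbn2* and of *Nr2e1*. On the other 127 ratios of Table S1 no difference of this size was found at the brightest probe with the authors' normalization. With the mean over probes, the first replicate of *Cnpy1* gave 0.622 against the paper's value of 0.41.

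Table S1 lists *Fbn2* as downregulated and *Nr2e1* as upregulated beyond the threshold on both replicates. At the brightest probe the fold on array 1 was 0.835 for *Fbn2* and 1.19 for *Nr2e1*. Both have the direction of the table. The 7 genes of Table S1 that did not pass the signal filter in both channels all passed it in at least 1 channel of each array.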

Other observations

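In this part, the comparison of probes within a gene and the combined test of regions by array were stated first. The division of the latter into telencephalon and eye was made only after its result was seen.

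Of the *Hes* genes that the discussion names, *Hes3* had log2 ratios of -1.22 and -1.69 and an adjusted p from limma of 0.0665 with the filter in at least 1 channel (between 0.0665 and 0.506 over the alternatives). *Hes1* had 0.36 and -0.07, and *Hes5* had -0.18 and 0.47, so for these genes the arrays differ in sign. *Hes3* is also on the midbrain and isthmus list, so a different share of that region in the samples stays open for it.

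Whether the trend on GC content belongs to the probe or to the gene was tested between 2 probes of 1 gene. Over 2106 genes, the difference in GC content and the difference in log2 ratio had a Spearman correlation of -0.30, with -0.34 on array 1 and -0.20 on array 2. This is consistent with a bias of the probe. It was measured across genes, which are not independent replicates.

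The arrays differed in regional genes that were singled out after their values were seen. The 4 telencephalic genes *Emx1*, *Emx2*, *Lhx2* and *Wnt8b* had a median log2 ratio of -0.17 on array 1 and 0.77 on array 2. The 5 eye and hypothalamic genes *Rax*, *Six6*, *Nkx2-1*, *Nkx2-4* and *Barhl2* had 1.34 on array 1 and -0.13 on array 2. A candidate explanation is a different share of dissected regions in each pair of samples, and lists of other genes were written to test it. Eye genes less telencephalic genes differed between the arrays by 0.70, but the eye part was not borne out: its median difference was -0.034, and 5 of 10 genes were higher on array 1. The combined explanation cannot be told apart from others on these values, and neither can a share of eye tissue.

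The telencephalic part had a median difference of -0.73 between the arrays, and 9 of 9 genes were lower on array 1 than on array 2. This is consistent with a different share of telencephalon in each pair of samples. With 1 sample of each genotype per array, a difference between the embryos stays open and untested.

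The other 16 marker lists tested without the genes of Table S1 had medians between -0.19 and 0.39, and adjusted p from camera between 0.150 and 0.854. Of these, 1 list, the early response genes, held under fry with an adjusted p of 0.0274 and a median of 0.24 over 4 genes. It did not hold with the GC trend removed (fry adjusted p 0.629, median 0.22) or over 8 genes well above background (fry adjusted p 0.633, median 0.030). The hindbrain list and *Xist* had no gene past the signal filter.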
